A study of Homo sapiens with 2 samples. Its data were reported in "TCF12 promotes the tumorigenesis and metastasis of hepatocellular carcinoma via upregulation of CXCR4 expression" (2019).

How the data were processed

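RNA-Seq was run on total RNA from Hep3B cells, an established human hepatocellular carcinoma line, in 2 groups of 1 library each. The NC group carried a negative control, and the shTCF12 group carried a short hairpin RNA (shRNA) against TCF12. An shRNA is a folded RNA made from a lentiviral vector that the cell cuts into a small interfering RNA, which lowers the matching messenger RNA. Groups were taken from the sample labels, and columns of the deposited table were matched to samples by the sample descriptions. No value column of the table was left unmatched.

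The authors deposited 1 table with a read count and an FPKM value per gene and library. The deposited counts are whole numbers of reads per Ensembl gene and are not normalized. The FPKM values were computed by the authors as fragments per kilobase of gene scaled to the reads counted in the library. The aligner, the counting program, their versions and the use of strand are not stated. The ratio of FPKM to read count differed between the libraries by 1 factor of 1.69, which equals the ratio of their totals, so no further scaling entered the deposited FPKM. Among 17918 genes with at least 10 reads, the gene length behind the deposited FPKM lay within 1% of the summed lengths of all distinct exons for 88.0% of genes. It lay within that limit of the merged exon length for 20.9% of genes and of the longest transcript for 20.6%. Overlapping exons of different transcripts were thus counted repeatedly in the sum, and the deposited length was a median of 1.56 times the merged length in 14218 genes with several transcripts. FPKM values of genes with many transcripts are lowered by this in both libraries alike, which changes which genes pass a filter on FPKM and leaves the ratio between the libraries as it was.

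The table listed 50868 genes, with coordinates on GRCh38. Of the 50867 genes used, 98.5% had an identifier in GENCODE release 29 (Ensembl 94), and 96.4% of those had the same start there. Gene type, strand, exons and 3′ untranslated regions (UTRs) were taken from that release, which may differ from the annotation used by the authors. TGFB1 was left out because its entry is broken over 2 lines with shifted and extra cells. In 28 gene names a date stood in place of the symbol, as spreadsheet programs write it, and these genes were kept under their Ensembl identifiers.

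The libraries held 33306696 (NC) and 19748562 (shTCF12) counted reads. Library sizes were scaled by the trimmed mean of M values (TMM) in edgeR 4.0.16 under R 4.3.3, with factors of 0.989 for NC and 1.01 for shTCF12. The log2 ratio of shTCF12 over NC was taken after adding 0.5 reads to each count. A 95% exact (Clopper-Pearson) interval was computed from the split of each gene's reads between the libraries. Reads are not independent molecules, so these intervals cover counting error only, and with 1 library per group no value below has a replicate check. Where a library had 0 reads, the fold is given as a lower bound against 3 reads, the limit that a count of 0 allows. Where it had 1 to 3 reads, the upper bound of the interval is given in place of a fold. Genes with a mean of at least 1 FPKM over both libraries entered the counts of genes and the gene lists, and 2-fold was the limit, as in the study's RT-qPCR screen. No p-value across genes was computed. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for all other steps.

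The median log2 ratio of each of 12 gene lists was placed among the medians of 10000 random lists of the same size, drawn from 20 bins of mean expression. The percentile describes these libraries and is not a test of the conditions. The lists covered S phase, G2/M, ERK output, mesenchymal, epithelial, angiogenic factor, interferon-stimulated, hepatocyte secreted, E protein and ID, integrated stress response, p53 target and reference genes. The number of unchanged genes that would pass 2-fold was simulated 100 times at the depths of both libraries, with Poisson noise alone and with an assumed variation between libraries of 10, 20 or 30%. The gene lists, the comparisons, the filter, the settings to be compared and the rule for naming genes were fixed before the data were examined. By that rule the named genes were TCF12, 14 genes that the study measured by other assays, GAPDH and ACTB, the 5 genes with the largest rise and the 5 with the largest fall among genes with a mean of at least 5 FPKM, and the 2 members of a list that moved most in each direction. Other genes named, such as neighbours that share exons, were chosen after their values were seen. The gene ontology (GO) comparison was also chosen after the data were seen, and it used the terms given in the deposited table.

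The settings compared by that plan were centring on the median of genes with a mean of at least 5 FPKM, upper quartile (75th percentile) scaling, pseudocounts of 0.05 and 5 reads, log2(FPKM + 1) from the deposited FPKM, no filter, a mean of at least 5 FPKM, a 1.5-fold limit and random lists that were not matched. Settings added after seeing the data were protein-coding genes by GENCODE type, in place of a planned version by a type in the table, overlapping genes summed into loci, FPKM recomputed with merged exon lengths, and removal of a quadratic trend on GC content and transcript length. The steps were tested on simulated data, with Poisson noise alone, in which 200 of 12094 genes were changed 4-fold. Of these, 99.5% were recovered past 2-fold, 31 unchanged genes passed, and 95.4% of the intervals held the true ratio. Of 100 unshifted lists of 30 genes, 6 fell outside the central 95% of random lists, and a list shifted by 0.3 lay at percentile 100. The simulated libraries held no variation beyond counting, so these figures check the steps and give no error rates for the real libraries.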

Results

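To examine which transcripts differ when TCF12 is reduced, the transcriptome of Hep3B cells carrying a negative control (NC) was compared with that of Hep3B cells carrying an shRNA against TCF12 (shTCF12). TCF12 is a basic helix-loop-helix transcription factor of the E protein class. Each group had 1 library, so the spread between replicates is unknown and every difference below is a difference between 2 libraries. The NC library held 33306696 counted reads and the shTCF12 library held 19748562. Reads were counted in 27809 genes of the NC library and in 26115 genes of the shTCF12 library. Mitochondrial genes took 6.14% of the reads in NC and 6.71% in shTCF12, and the 10 most abundant genes took 8.03% and 8.40%. The log2 ratios of 12094 genes with a mean of at least 1 FPKM had a median of -0.03 and quartiles of -0.16 and 0.13. Of these genes, 92.9% differed by less than 1.5-fold between the libraries.

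The knockdown target was examined first. TCF12 (chromosome 15, 56918623 to 57299281, GRCh38, a protein-coding gene) had 5892 reads in NC and 1482 in shTCF12, which correspond to deposited values of 7.28 and 3.09 FPKM. Its log2 ratio was -1.27 (95% interval -1.35 to -1.19), so 41.5% of the NC level remained. The alternative that moved this value most was the deposited FPKM with a pseudocount of 1, which gave -1.02 and understates changes at low FPKM.

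The study followed CXCR4 as a target of TCF12, so its transcript was examined next. CXCR4 (chromosome 2, 136114349 to 136118165), the receptor of the chemokine CXCL12, had 183 reads in NC and 29 in shTCF12. The log2 ratio was -1.91 (95% interval -2.55 to -1.36), and 26.5% of the NC level remained. The level was low in both libraries, at 1.09 FPKM in NC and 0.290 FPKM in shTCF12. The mean of 0.688 FPKM lay under the filter, so CXCR4 did not enter the counts of genes past 2-fold. With the merged exon length in place of the deposited length, the values were 2.47 and 0.660 FPKM, and the gene would have passed. With log2(FPKM + 1) its ratio was -0.69, short of 2-fold. Among the 500 genes with the most similar number of reads, 5 had a log2 ratio as low as that of CXCR4. CD226 (chromosome 18, 69831158 to 69961803), an adhesion receptor best known from immune cells, had 17 reads in NC and 66 in shTCF12. Its log2 ratio was 2.65 (95% interval 1.89 to 3.54), from 0.0310 and 0.203 FPKM. Its span overlaps that of DOK6 on the opposite strand, which had 477 and 307 reads. The use of strand in the counting is not stated, so the assignment of reads where they overlap is uncertain. With log2(FPKM + 1) the CD226 ratio was 0.22.

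**Figure D1:**
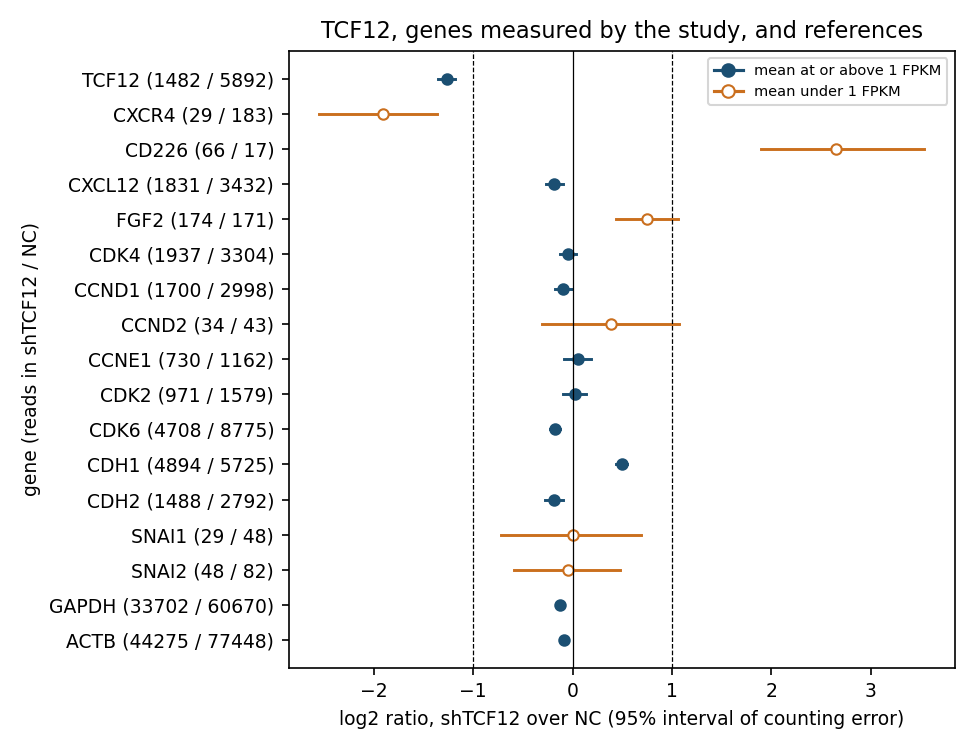
Log2 ratio of shTCF12 over NC (horizontal axis, points) for TCF12, the 14 genes measured by the study and the reference genes GAPDH and ACTB, with the reads of each gene in brackets and bars for the 95% interval of counting error. TCF12 and CXCR4 lie past the dashed line of 2-fold lower at -1.27 and -1.91, CD226 lies past the line of 2-fold higher at 2.65, and open points mark genes with a mean under 1 FPKM.

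To see whether other genes that the study measured by RT-qPCR or western blot differed at the transcript level, the same values were taken for each. CXCL12 (chromosome 10, 44370165 to 44386493) had 3432 reads in NC and 1831 in shTCF12, a log2 ratio of -0.18 (95% interval -0.27 to -0.10). FGF2 (chromosome 4, 122826708 to 122898236), which encodes bFGF, had 171 reads in NC and 174 in the smaller shTCF12 library, a log2 ratio of 0.75 (95% interval 0.44 to 1.06). Its level was 0.310 and 0.531 FPKM, under the filter, and its span overlaps that of NUDT6 on the opposite strand, which had a log2 ratio of 0.34 with an interval that includes 0 (-0.04 to 0.71). The epithelial marker CDH1 (E-cadherin) was higher in shTCF12, with 5725 reads in NC, 4894 in shTCF12 and a log2 ratio of 0.50 (95% interval 0.44 to 0.55). The mesenchymal marker CDH2 (N-cadherin) was slightly lower, with a log2 ratio of -0.18 (95% interval -0.28 to -0.09). SNAI1 and SNAI2 had 48 and 82 reads in NC, and their log2 ratios of 0.01 and -0.04 had intervals that include 0, so no difference was detectable at this depth. The sign of SNAI1 changed with a smaller pseudocount, and that of SNAI2 changed with centring and with a larger pseudocount.

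Of the cell cycle genes, CDK6 had a log2 ratio of -0.17 and CCND1 of -0.09, and both intervals lay below 0. CDK4 at -0.05, CDK2 at 0.02, CCNE1 at 0.05 and CCND2 at 0.39 had intervals that include 0, and CDK4 turned positive when the ratios were centred on abundant genes. CCND2 rested on 43 and 34 reads, and its interval of -0.31 to 1.07 does not exclude a 2-fold rise. The reference genes GAPDH and ACTB had log2 ratios of -0.12 and -0.08, and their intervals also lay below 0, so intervals that exclude 0 occurred in genes used as references too.

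Across the transcriptome, 137 of 12094 genes were at least 2-fold higher in shTCF12 and 127 were at least 2-fold lower, which makes 2.18% of the genes. Poisson noise alone gave a mean of 28.2 such genes in 100 simulations of unchanged libraries. The number rose to 38 with an assumed variation of 10% between libraries and to 294.6 with 20%, and the true variation was not measured here. The counts depended most on the filter. Without it, 4054 genes were higher and 2665 lower, and the genes added in this way all had a mean under 1 FPKM. Part of that excess of higher genes comes from the 0.5 reads added at unequal depths, with which 1 read in shTCF12 against 0 in NC counts as higher, while 1 read in NC against 0 in shTCF12 does not count as lower. Summing genes that share exons into loci left 101 higher and 97 lower among 11598 loci.

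**Figure D2:**
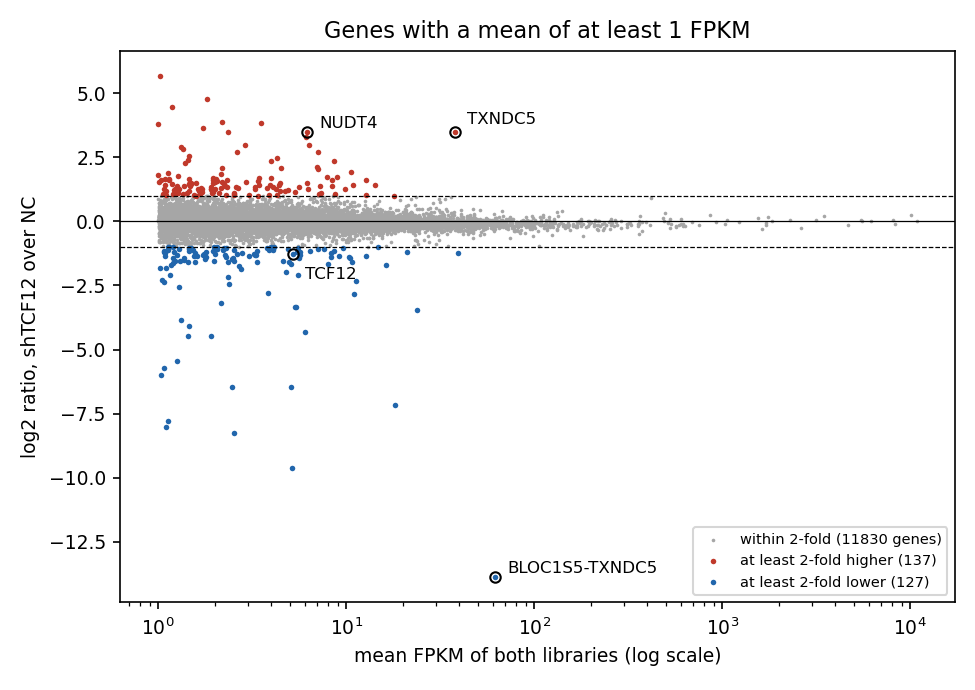
Log2 ratio of shTCF12 over NC (vertical axis) against the mean FPKM of both libraries (horizontal axis, log scale) for each of 12094 genes, with dashed lines at 2-fold. The 137 higher and 127 lower genes are coloured, and the position of BLOC1S5-TXNDC5, with 0 reads in shTCF12, depends on the 0.5 reads added to each count.

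Among genes with a mean of at least 5 FPKM, the largest falls were in genes that overlap others. BLOC1S5-TXNDC5 (chromosome 6, 7881522 to 8064364), a readthrough gene that spans its neighbours, had 12523 reads in NC and 0 in shTCF12, and was at least 2528-fold lower. TXNDC5 (chromosome 6, 7881517 to 7910814), which shares its exons, had 1054 reads in NC and 7081 in shTCF12, a log2 ratio of 3.47, and was among the largest rises. The sum over this locus of 5 genes was 16885 reads in NC and 9153 in shTCF12, with a log2 ratio of -0.16. The unnamed protein-coding gene ENSG00000262660 fell from 658 reads to 0 and was at least 133-fold lower, while MRPL12 and SLC25A10, with which it shares exons, had log2 ratios of 0.44 and 0.29. MTND4LP30, a mitochondrial pseudogene, had 356 reads in NC and 1 in shTCF12, and the upper bound of its interval was -5.27. The noncoding ENSG00000263244 had 2805 and 19 reads and a log2 ratio of -6.45, while C16orf72, which it overlaps, had a log2 ratio of 0.75. RN7SL1 had 115 and 3 reads, and the upper bound of the 95% interval of its log2 ratio was -2.95. It lies within the span of RPS29 on the opposite strand, which had a log2 ratio of -0.03.

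The other largest rises were NUDT4, ENSG00000256185, PDXP and NPW. NUDT4 (chromosome 12, 93377883 to 93408146) had 660 reads in NC and 4521 in shTCF12, a log2 ratio of 3.50 (95% interval 3.38 to 3.62), and overlaps UBE2N on the opposite strand, which had a log2 ratio of -0.22. The noncoding ENSG00000256185 rested on 6 and 38 reads. PDXP had 166 and 797 reads and a log2 ratio of 2.98, while SH3BP1, whose span in the deposited table overlaps it on the same strand, had a log2 ratio of -0.69. NPW had 147 and 584 reads, a log2 ratio of 2.71, and no overlapping gene with at least 20 reads over both libraries together. Pseudogenes can also take reads from the gene they copy. EEF1A1P5, a processed pseudogene, was counted with 225821 reads in NC against 62170 for EEF1A1 itself.

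Gene lists were used to address the processes that the study assayed in cells. For the S phase list of 43 genes the median log2 ratio was -0.09, at percentile 6.36 of matched random lists. CDC45 and HELLS were lowest, at -0.51 and -0.32, and UNG and RFC2 were highest, at 0.51 and 0.41. The G2/M list of 54 genes had a median of -0.03 at percentile 81.3, and it turned to 0.02 with centring. Its members ranged from CKAP2 at -0.72 and AURKA at -0.66 to KIF20B at 0.63 and MKI67 at 1.43. The ERK output list, with 9 of its 10 genes past the filter, had a median of -0.09 at percentile 19.9. PHLDA1 lay at -1.58, DUSP4 at -0.47, SPRY2 at 0.10 and ETV5 at 0.27. The mesenchymal list, with only 7 of its 18 genes past the filter, had a median of -0.15 at percentile 8.66. Those members ranged from VIM at -0.74 and TGFBI at -0.22 to S100A4 at 0.22 and ITGA5 at 0.38. The angiogenic factor list, with only 8 of its 16 genes past the filter, had a median of -0.03 at percentile 48.8. That median also turned to 0.02 with centring. Of the missing genes, TGFB1 was left out for its broken entry, and the others lay under the filter. VEGFC at -0.49 and PGF at -0.41 were its lowest members, and PDGFB at 0.59 and ANG at 0.05 its highest. These 5 lists lay inside the central 95% of random lists. After removal of the trend on GC content and length, a step chosen after the data were seen, they still did, but the S phase list moved to percentile 2.54 and the mesenchymal list to 2.81, close to the limit of 2.5.

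The epithelial list, with 13 of its 16 genes past the filter, had a median of -0.17 at percentile 1.71, below the central 95%. DSP at -0.37 and TJP1 at -0.36 were lowest, while CDH1 at 0.50 and TJP3 at 0.33 rose, so the E-cadherin gene moved against its list. After the same trend was removed, the list lay at percentile 8.61, inside the central 95%.

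**Figure D3:**
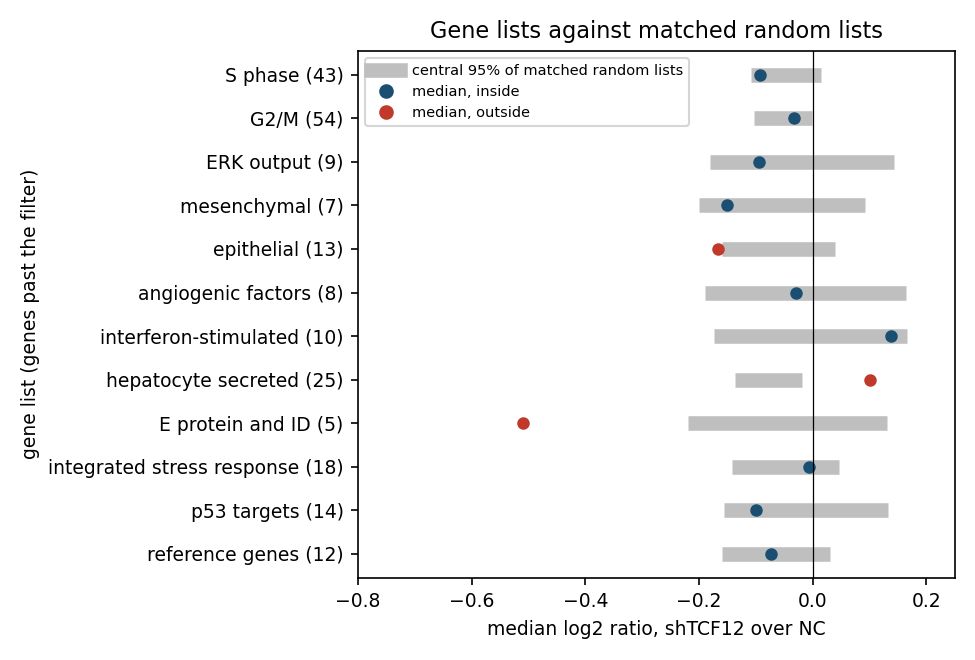
Median log2 ratio of shTCF12 over NC (points, horizontal axis) for 12 gene lists, with grey bars for the central 95% of medians of 10000 random lists matched on mean expression. The epithelial list at -0.17 and the E protein and ID list at -0.51 lie below their bars, and the hepatocyte secreted list at 0.10 lies above.

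The study tied the genes that changed to the cell cycle, migration and apoptosis, so these GO categories were compared with all tested genes that carry a GO term, the categories included. Of these 9991 genes, 1.75% were past 2-fold. The share was 1.55% for cell cycle (21 of 1352 genes), 1.28% for cell migration (8 of 623 genes) and 1.31% for apoptotic process (15 of 1144 genes). These shares lay at percentiles 49.2, 24.5 and 26.1 of random lists matched on mean expression. At this limit and filter, none of the 3 categories held more changed genes than random lists of these libraries. The text of the study does not state the genes and cutoff behind its GO result. They may differ from the set used here, so the 2 results cannot be compared directly.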

Values the study reported

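The study reported by RT-qPCR that CXCR4 fell and CD226 rose when TCF12 was knocked down, with expression ratios below 0.5-fold or above 2.0-fold against the control group. For the angiogenic factor bFGF, encoded by FGF2, it reported a 3.4-fold decrease of the messenger RNA in Hep3B cells after TCF12 knockdown.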

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

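The alternatives by GENCODE type, merged lengths, loci and the trend on GC content and length were chosen after the data were seen. TCF12 and CXCR4 stayed lower under each alternative that was run. With the deposited FPKM and a pseudocount of 1, TCF12 moved to -1.02 and CXCR4 to -0.69, and the genes past 2-fold became 60 higher and 55 lower, because the pseudocount draws low values together. Centring turned the G2/M list median to 0.0211 (from -0.03) and the angiogenic factor list median to 0.0248 (from -0.03), both inside the central 95% of random lists either way, since centring adds one constant to each ratio. The S phase, G2/M, ERK output, mesenchymal, epithelial and angiogenic factor lists kept their side of the central 95% with centring, the smaller pseudocount, a mean of at least 5 FPKM and unmatched random lists. The other lists were not run under the last 3 of these settings.

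The counts moved with the filter and the fold limit. Without a filter 4054 genes were higher and 2665 lower, with a mean of at least 5 FPKM 27 were higher and 35 lower, and with a 1.5-fold limit 479 were higher and 381 lower. Among protein-coding genes 100 were higher and 84 lower. Each of these settings admits fewer or more genes by construction. The share of higher genes was 51.9% as reported, 60.3% without a filter and 57.3% with the larger pseudocount. Reads added at unequal depths favour higher values in the smaller shTCF12 library. Centring, which adds no further reads, gave 157 higher and 114 lower, a share of 57.9%. With a mean of at least 5 FPKM the share was 43.5%, so the majority reversed. Added reads are thus not the only setting that moves this share.

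The other genes measured by the study, GAPDH, ACTB and the genes with the largest rises and falls were also run, and 4 of their values reversed. Further members of the gene lists were not run singly. CDK4 turned to 0.00652 and SNAI2 to 0.0103 with centring, SNAI2 to 0.00828 with the larger pseudocount and SNAI1 to -0.0027 with the smaller pseudocount. Each of these genes had a counting interval that includes 0. A further 18 values of these other genes moved beyond their counting interval without a change of direction, and 103 did not. The depth limits genes such as CXCR4 and CD226 to wide intervals, and no alternative can supply the missing replicate.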

Other observations

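The patterns below were noticed in the same libraries on which they were tested. The tests of overlapping loci, of the counting interval of CXCR4, of equal variation in each gene, of 7-base words and of transcript number were chosen only after the result was seen. The positions of the ID and hepatocyte lists among random lists came from the plan. Their use as tests of an explanation was chosen only after they were seen.

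The value of FGF2 here was 1.68-fold higher in shTCF12. That is the opposite direction to the value quoted from the study above. FGF2 had 171 reads in NC and 174 in shTCF12, and its counting interval of 0.44 to 1.06 lies above 0. Counting error alone thus does not give the rise. The span of FGF2 overlaps that of NUDT6 on the opposite strand, and the share of reads from the overlap is unknown. Whether the RT-qPCR and the RNA-Seq used the same RNA is not stated. No other reason for the difference was tested.

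More genes passed 2-fold than unchanged libraries would give. Counting noise at these depths gave 28.2 genes on average, with a maximum of 39, against the 264 observed, and removing the trend on GC content and length left 249 of 262 genes past 2-fold, so neither accounts for the number. An equal variation of 20% in each gene gives enough such genes, but the robust SD of the log2 ratios would then be 0.428, against 0.215 observed. At 10% the simulated robust SD was 0.230, and 38 genes passed. Variation between cultures that differs from gene to gene stays open, as does an effect of the knockdown, and with 1 library per group neither was tested.

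Part of the large changes may be reads moved between genes of 1 locus. Of the genes past 2-fold with an annotation, 30.5% share exon bases on their strand with another detected gene, against 12.1% of the tested genes, and among genes past 4-fold 36 of 57 do. The rest of the locus changed in the opposite direction in 65.7% of 70 loci (95% exact interval 53.4 to 76.7%), against 48.5% of 620 other loci. Only 5 of the 70 loci were past 2-fold once summed, although a gene with few reads is diluted in a sum by construction. Of the 15 loci in which the changed gene held most of the reads, 9 had the rest of the locus moving the opposite way and 5 stayed past 2-fold. Readthrough genes such as INO80B-WBP1 (216 reads in NC, 0 in shTCF12) and HSPB2-C11orf52 (181 and 0) showed the pattern, while INO80B and C11orf52 rose by log2 ratios of 1.64 and 2.80. These genes were named after their values were seen. A candidate explanation is that the libraries were counted or aligned with different treatment of reads that match several genes. A change in readthrough transcription stays open, since reads were not analysed here.

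Large changes also occurred in 182 genes that share exon bases with no other detected gene. For the 121 of these with an annotated 3′ UTR, the median of the longest 3′ UTR was 2671 bp, above the 1395 to 2157 bp of matched random lists. It was 2493 bp for the 64 genes that rose and 2852 bp for the 57 that fell. The median number of annotated transcripts was 8, at percentile 50.5, which argues against transcript number as the cause. A difference between the libraries in how reads from 3′ UTRs were captured or counted may contribute, and so may regulation through long 3′ UTRs, which was not tested. JRK, TRIM56 and MDM4, named after their values were seen, rose by log2 ratios of 4.47, 3.50 and 2.53. CD226 and FGF2, which also rose, have longest 3′ UTRs of 11042 and 5843 bp. Both lay under the filter and outside this comparison, so whether the same difference bears on them was not tested. CDK6, with 10222 bp, had a log2 ratio of -0.17, and CXCR4, which fell, has 523 bp.

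For CXCR4, the upper bound of the counting interval was -1.36 and the ratio without the trend on GC content and length was -1.94, so neither counting noise nor that trend explains the fall. Of the 500 genes with the nearest number of reads, 5 fell as far, 15 were at least 2-fold lower and 16 at least 2-fold higher. From these libraries alone, a fall due to TCF12 and a difference between any 2 libraries unrelated to TCF12 cannot be told apart. There is no second control library. The study based the link on further assays, which were not examined here. They included RT-qPCR and western blot in Hep3B and Huh7 cells, a promoter reporter and chromatin immunoprecipitation.

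Of the 12 lists, 3 lay outside the central 95% of random lists, and 2 did after the trend on GC content and length was removed. Were the 12 lists themselves drawn at random, 0.6 would on average. Genes of 1 list may vary together between cultures, which random lists do not keep, so 0.6 may be too low here. The E protein and ID list had a median of -0.51 over 5 genes that passed the filter, and all 5 were lower, also with centring. ID proteins bind E proteins such as TCF12 and keep them off DNA. ID2 had a log2 ratio of -1.18, ID3 of -0.79, ID4 of -0.51, ID1 of -0.39 and TCF3 of -0.24. TCF4, under the filter with 99 and 86 reads, had 0.52. The median lay at percentile 0, below each of 10000 random lists, and at percentile 0.02 once the trend was removed, so neither a draw of genes with similar expression nor that trend explains it. Lower ID expression may follow from the loss of TCF12, but the median of -0.65 over the 4 ID genes is that of 1 library against 1, and this and a difference between any 2 libraries cannot be told apart, because there is no second control library.

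The hepatocyte secreted list, with 25 of its 28 genes past the filter, had a median of 0.10 at percentile 100. Of the 25 genes, 19 were higher. APOA2 at 0.92 and AFP at 0.47 rose most, while HPX at -0.19 and TF at -0.12 were lowest. It stayed at percentile 100 without the trend on GC content and length, so neither a draw of genes with similar expression nor that trend explains it. The shift is small, and a difference in culture state between the libraries stays open as untested. Among the lists kept as further checks, the interferon-stimulated list had a median of 0.14 at percentile 95.6, the p53 target list -0.10 at 12.9, and the reference list -0.07 at 44.7. Only 10 of the 35 interferon-stimulated genes and 14 of the 18 p53 targets passed the filter. The integrated stress response list had -0.01 at percentile 84 and turned to 0.05 with centring.

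An shRNA can also lower other transcripts through its seed, a stretch of 7 bases near its end that pairs with 3′ UTRs. In 11140 genes and 16379 words of 7 bases, the word with the lowest ratios had z = -4.71, in 592 genes with a mean log2 difference of -0.06. This was below the lowest z of each of 100 shuffles, of which the lowest was -4.66, so the margin was narrow and 100 shuffles cannot resolve it further. A first scan had been seen before the test was written. The test came out as seed-directed repression would, yet 0 of the 28 annotated TCF12 transcripts hold this word, although a guide strand matched to TCF12 would need it there. This argues against the guide strand of the TCF12 shRNA as the source. The passenger strand stays open, and so does a property of 3′ UTR sequence that the shuffles do not keep. The shRNA sequences were not used here.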
